A study of Mus musculus with 3 samples. Its data were reported in "Prostate lineage-specific metabolism governs luminal differentiation and response to antiandrogen treatment" (2023).

How the data were processed

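The data are ATAC-seq profiles of organoids grown from primary basal cells of mouse prostate, with 1 library each for vehicle, 10 µM UK5099 and 20 mM sodium lactate, all taken at day 7. Groups come from the treatment given in the sample descriptions. Per the study's methods, a sequencing company tagmented cryopreserved cells, sequenced short read pairs, aligned them to the mouse genome with BWA, removed duplicates and ambiguous reads, extended each read in silico and stacked the reads in small bins to a signal. The submitters' processing notes name BWA, MACS3 and the build mm10, whereas the study's methods name an earlier version of MACS. Peaks were called per library without a control, and regions on the ENCODE exclusion list were removed. Peaks of the libraries were merged into regions, and regions were assigned to genes. Whether reads were shifted for the transposase's offset is not given in the sources used here.

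The authors deposited 1 table of 18890 genes. Its signal column per library is the average peak height, the stacked read coverage at the highest bin, averaged over all merged regions assigned to a gene, up to about 10 kb around it. The authors also deposited the count of merged regions per gene, a flag for a called peak per library, and text columns with each called peak, its distance to the gene start and its place. The merged regions also used peaks of a library that is not analysed here. Only genes with at least 1 peak are listed. In each library the heights were whole multiples of 1 step per library, 0.575 in vehicle, 1.00 in UK5099 and 0.471 in lactate, once multiplied by the number of regions, for at least 99.99% of genes within 0.05. The steps give the relative depth, vehicle 1.74 and lactate 2.12 times UK5099, if the authors' factors equalised depth. The total number of reads is not used here. Heights divided by the step give stacked reads, which are coverage at a maximum and not counts of separate fragments, so no count test was run.

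For each comparison the ratio of the deposited heights was taken per gene without a pseudocount, among genes above 0 in both libraries. Genes at 1.5 or more were counted as more accessible and genes at 0.5 or less as less accessible, the thresholds the study states. With 1 library per group no test is possible. Intervals of single ratios are exact conditional (Clopper-Pearson) 95% intervals from the stacked reads of both libraries. They cover counting error only and hold no variation between cultures, so they are too narrow as a measure of difference between cultures. Reads of a pair overlap, and copies of 1 molecule may remain after duplicate removal, which narrows them further. Regions are averaged per gene, neighbouring genes can share them, and 2965 genes have the same values as another gene in all 3 libraries.

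Lists of genes were written before the data were examined. They comprise 26 lists of symbols, 2 published CD49f signatures and 11 families defined by a name pattern, 39 in all. For each list the median log2 ratio was placed among 10000 random lists of the same size, matched on mean height in 20 bins, and its percentile is a description of these libraries. Lists outside percentiles 2.5 to 97.5 are called set apart. Because most ratios lay above 1, list medians are also given relative to the median gene, which no scaling changes. Genes were named in 3 ways: 14 fixed genes, of which 12 are described; per comparison the 8 highest and 8 lowest ratios among genes whose mean height is at or above the median of 56.7, with genes of identical values taken once and predicted models after named genes, and, for lists described with members, members among the 2 highest and 2 lowest whose mean height is at or above the lower quartile of 36.2. Genes singled out outside these rules are said to be so.

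For the change shared by both treatments, 100 sets of unchanged libraries were simulated against 1 vehicle library, with the spread of the difference between the treated libraries per height bin or with counting (Poisson) noise. Peak positions were computed from the gene start or end and the deposited distances. Peaks listed for more than 1 gene gave 1 position within 1 bp in 99.9% of cases. Transcript starts and exons came from GENCODE M21, which is on the same build. Alternatives were a pseudocount of 5.63 or 56.3, a filter at the lower quartile or median height, scaling by the median of ratios or to the same total, the number of called peaks per gene as the measure, genes with shared values counted once, other thresholds, the mean of a list and 5 bins.

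The computation was tested on simulated data, with counts drawn for the 18890 genes at their heights and depths. For UK5099 against vehicle 50 of 50 genes changed 3-fold, 49 of 50 changed 2-fold, 46 of 50 changed to 0.4-fold and 49 of 50 changed to 0.25-fold were recovered, and 173 and 33 of 18660 unchanged genes passed the upper and lower threshold. For lactate against vehicle 50, 50, 49 and 49 were recovered, and 100 and 15 unchanged genes passed. These data held counting noise only and no general shift, so their false calls do not measure those in the real libraries. In the unchanged libraries simulated for the shared change, counting noise alone put a mean of 616 genes in UK5099 and 510 in lactate at 1.5-fold or more. The motif analysis of the study and tests in merged regions were not repeated, since sequences and counts of regions are not used here. Python with numpy, pandas, scipy and matplotlib was used, in versions 3.11.15 (Python), 2.4.6 (numpy), 2.3.3 (pandas), 1.17.1 (scipy) and 3.10.9 (matplotlib).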

Results

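Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adaptors into open DNA, in mouse prostate organoids grown from primary basal epithelial cells. The organoids were cultured for 7 days with vehicle, with 10 µM UK5099 or with 20 mM sodium lactate. UK5099 blocks the mitochondrial pyruvate carrier, which brings pyruvate into mitochondria, and lactate is the product made from pyruvate in the cytoplasm. Each of the 3 groups held 1 library, so no difference below has a replicate check, no p-value is given and every value describes these libraries. The deposited table gives an average peak height for 18890 genes. The median height was 51.3 in vehicle, 58.7 in UK5099 and 60.3 in lactate. If the deposited scaling equalised depth, the vehicle library was 1.74 times and the lactate library 2.12 times as deep as the UK5099 library, and a gene's heights rested on a median of 233 stacked reads in vehicle, 154 in UK5099 and 330 in lactate. Counting intervals (95%, in parentheses after a fold) cover counting error only. Members of a list called highest or lowest are so among its members at or above the lower quartile of height, and weaker members can lie beyond them.

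The first comparison asks how inhibition of pyruvate import changes the chromatin of basal-derived organoids. UK5099-treated organoids had more accessible basal and squamous keratinocyte genes and less accessible luminal genes than vehicle. Because most genes were higher in UK5099, with a median of 1.15-fold, changes of gene groups are also given relative to that median gene. A gene below the median gene, such as *Krt15* in UK5099, lies below vehicle once the libraries are scaled by the median of ratios. Of the 19 measured basal markers, 17 lay above the median gene, 3 reached 1.5-fold and none fell to 0.5-fold. Their median was 1.37-fold of vehicle, which is 1.19 times the median gene and higher than 99.99% of random lists matched on height. *Col17a1*, a hemidesmosome collagen, was at 1.69-fold (1.47 to 1.93) and the keratin gene *Krt17* at 1.57-fold (1.43 to 1.73), while *Krt15* and *Itgb4* were lowest at 1.08-fold and 1.11-fold. *Krt14* and *Krt5*, the keratin pair of basal cells, were at 1.49-fold (1.30 to 1.72) and 1.32-fold (1.17 to 1.49). The 20 genes of a published basal signature, sorted on high CD49f, had a median of 1.27-fold, above 98.0% of random lists, with *Robo2* at 1.63-fold, *P2ry2* at 0.790-fold and *Col7a1* at 1.08-fold among members at or above the lower quartile of height. This signature shares 5 genes with the basal markers.

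Genes of squamous differentiation, the programme of stratified skin-like epithelium, stood furthest above the median gene among the 28 lists given by gene symbol. Of 20 measured members, 9 reached 1.5-fold and none fell to 0.5-fold, and their median of 1.40-fold exceeded all 10000 random lists. *Krtdap*, a keratinocyte differentiation gene, was at 1.98-fold (1.58 to 2.47) and *Krt1*, a suprabasal keratin, at 1.92-fold (1.59 to 2.33), whereas *Sprr1a* was at 1.05-fold and *Sprr1b* slightly below it. The keratin family as a whole gave 19 of 46 genes at 1.5-fold or more and 1 at 0.5-fold or less, with a median of 1.34-fold above all random lists. Its highest members were *Krt84* at 2.67-fold and *Krt82* at 2.66-fold, and its lowest were *Krt18* at 0.376-fold and *Krt8* at 0.819-fold. The squamous and keratin lists share 6 genes, and neighbouring keratin genes share regions.

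Luminal genes moved the opposite way. The median of 18 luminal markers was 0.954-fold of vehicle, 0.827 times the median gene, and only 0.150% of random lists were lower. In a published luminal signature sorted on low CD49f, 15 of 56 measured genes lay above the median gene, and the median of 0.931-fold, 0.806 times the median gene, was below all 10000 random lists. Of these 56 genes, 6 reached 1.5-fold and 2 fell to 0.5-fold, so the shift came mainly from many moderate differences. *Cldn3*, a tight junction claudin, was at 0.665-fold (0.565 to 0.781) and *Pigr*, the polymeric immunoglobulin receptor, at 0.688-fold (0.491 to 0.953), while *Orm1* was at 1.94-fold and *Nov* at 1.58-fold. Among the markers, *Krt18* (0.291 to 0.480) and *Prom1*, which encodes the surface protein CD133, were lowest, with *Prom1* at 0.547-fold (0.345 to 0.845). *Gata3* at 1.41-fold and *Cdh1* at 1.38-fold were highest among markers at or above the lower quartile of height. Luminal progenitor markers, with a median of 1.10-fold, and secretory and androgen response genes, also with a median of 1.10-fold, lay within the middle 95% of random lists at percentiles of 24.4 and 25.7. Within these, *Psca* was at 0.723-fold, *Ppp1r1b* at 0.795-fold, *Wfdc2* at 1.38-fold and *Ly6a* at 1.20-fold, and *Defb50* was at 1.99-fold, *Ndrg1* at 1.84-fold, *Slc45a3* at 0.806-fold and *Msmb* at 0.972-fold.

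Lineage and metabolic genes were also fixed before the data were examined. *Trp63*, which encodes the basal transcription factor p63, was at 1.39-fold (1.25 to 1.56) in UK5099. *Hoxb13* was at 1.22-fold, *Foxa1* at 1.23-fold, *Mpc1* and *Mpc2*, which encode the subunits of the carrier, at 1.24-fold each, *Ldha*, a lactate dehydrogenase gene, at 1.38-fold and *Slc16a1*, a monocarboxylate transporter gene, at 1.37-fold. The intervals of *Hoxb13*, *Foxa1*, *Mpc1*, *Mpc2* and *Slc16a1* include the median gene. Genes of pyruvate and lactate handling had a median of 1.21-fold at the 81.4 percentile, with *Gpt*, an alanine aminotransferase gene, at 2.34-fold and *Gpt2* at 1.43-fold against *Slc16a7* at 0.652-fold and *Slc5a8* at 0.730-fold. Glycolysis at the 14.9 percentile and TCA cycle genes at the 47.3 percentile were not set apart. Genes of the epithelial-mesenchymal transition were lower, with a median of 0.973-fold at the 0.550 percentile, *Zeb2* at 0.461-fold and *Fn1* at 0.624-fold, although *Mmp9* was at 1.61-fold and *Snai2* at 1.29-fold.

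**Figure D1:**
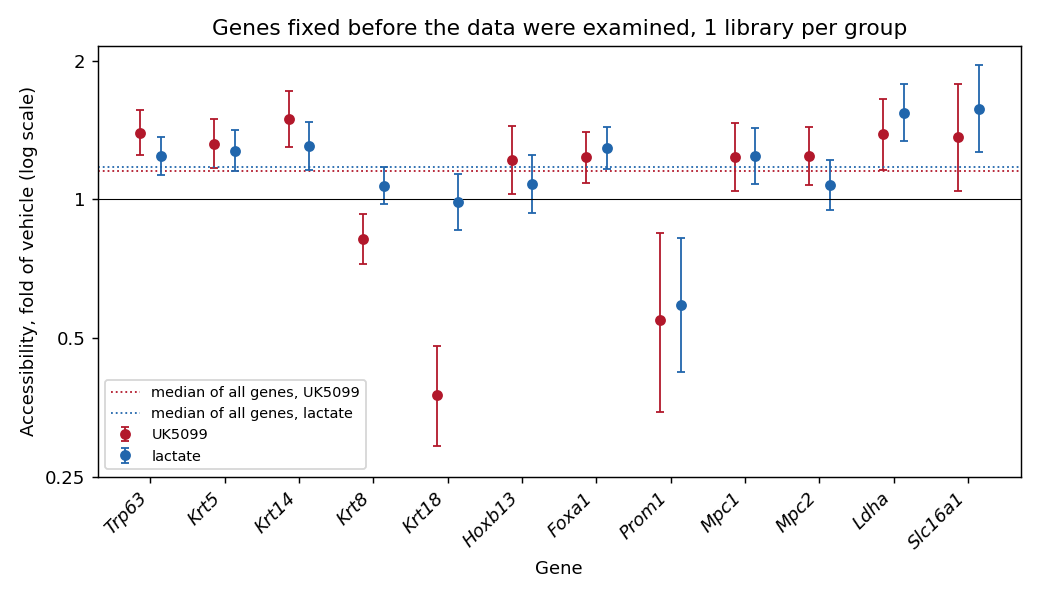
Accessibility of 12 genes fixed before the data were examined (x axis) as fold of vehicle on a log scale (y axis), in the UK5099 library (red) and the lactate library (blue); bars are 95% counting intervals and dotted lines the median of all genes. *Krt18* lies at 0.376-fold in UK5099 and 0.986-fold in lactate, and *Prom1* at 0.547-fold and 0.590-fold.

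In all, 1710 genes were at least 1.5-fold more accessible in UK5099 and 257 were at most 0.5-fold, among 18889 genes above 0 in both libraries; 1 further gene was at 0 in UK5099. Of the less accessible genes 97.3% lay below the median height, against 70.2% of the more accessible ones. Among genes at or above the median height the highest ratios were those of the uncharacterised *AA619741* at 3.29-fold, *Crnn*, a cornified envelope gene, at 3.18-fold (2.58 to 3.94), *Gpt*, *Krt77* at 2.22-fold, *Krt31* at 2.19-fold, *Aqp7* at 2.17-fold, *Grap2* at 2.16-fold and *Svep1* at 2.16-fold. The lowest were *Lyg1* at 0.326-fold (0.213 to 0.484), the nitric oxide synthase gene *Nos2* at 0.452-fold, the cytokine gene *Il17c* at 0.462-fold, *Mfap2* at 0.525-fold, *Wfdc12* at 0.549-fold, *Igsf6* at 0.559-fold, *Ildr1* at 0.565-fold and *Rhoc* at 0.566-fold. With the libraries scaled by the median of ratios, 742 genes were more and 430 less accessible, so the share of more accessible genes among those passing a threshold went from 86.9% to 63.3%. Scaling to the same total gave 63.0%. These shares set a gain to 1.5-fold against a loss to 0.5-fold, so they are raised by the limits. With 1.5 and its inverse the share was 69.1% at the deposited scaling.

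The second comparison asks whether lactate itself has the effect of the inhibitor. Lactate-supplemented organoids had more accessible basal, squamous and keratin genes than vehicle, with smaller increases of squamous and keratin genes than in UK5099, and luminal genes were not set apart from other genes. Most genes, 83.1%, lay above vehicle in lactate, and the median gene was at 1.18-fold. Basal markers had a median of 1.29-fold, 1.09 times the median gene, at the 98.8 percentile. Only 1 of 19 was at 1.5-fold or more, where 6.07% of all genes were. *Krt15* was at 1.51-fold and *Col17a1* at 1.45-fold, while *Lama3* and *Itgb4* were both at 1.14-fold, and *Krt14*, *Krt5* and *Trp63* were at 1.31-fold (1.16 to 1.47), 1.27-fold (1.15 to 1.41) and 1.24-fold (1.13 to 1.36), intervals that include the median gene. The basal signature, at 1.24-fold and the 93.35 percentile, was not set apart in lactate, with *Vsnl1* at 1.51-fold, *Dlk2* at 1.49-fold, *P2ry2* at 0.967-fold and *Cdh13* at 1.10-fold. Squamous genes gave 5 of 20 at 1.5-fold or more and a median of 1.29-fold at the 99.4 percentile, with *Krt1* at 1.79-fold and *Krtdap* at 1.70-fold against *Sprr1b* at 1.09-fold and *Lce1a1* at the level of vehicle. In the keratin family 12 of 46 genes reached 1.5-fold and 2 fell to 0.5-fold, the median of 1.29-fold exceeded 99.99% of random lists, and *Krt77* at 1.98-fold and *Krt24* at 1.95-fold were highest and *Krt39* at 0.940-fold and *Krt18* lowest at or above the lower quartile of height.

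Luminal markers had a median of 1.19-fold at the 62.5 percentile and the luminal signature 1.16-fold at the 60.8 percentile. Luminal progenitor markers had a median of 1.28-fold at the 94.955 percentile, within the middle 95%, with 2 of 11 at 1.5-fold or more. *Krt18* was at 0.986-fold (0.856 to 1.14), *Krt8* at 1.07-fold (0.975 to 1.18) and *Krt19* at 1.36-fold and *Cdh1* at 1.29-fold, whereas *Prom1* was at 0.590-fold (0.421 to 0.822). In the luminal signature *Pknox2* was at 1.76-fold, *Orm1* next (1.40 to 1.96), *Cpne4* at 0.730-fold and *Trpm8* at 0.758-fold. Secretory and androgen response genes were higher, with a median of 1.31-fold at the 98.6 percentile, none of 13 at 1.5-fold or more, *Acsl3* at 1.46-fold, *Defb50* at 1.38-fold, *Steap4* at 0.996-fold and *Herc3* at 1.07-fold. With the mean in place of the median this list lay within the middle 95%. Genes of pyruvate and lactate handling had a median of 1.27-fold at the 98.7 percentile and 4 of 22 at 1.5-fold or more. They included *Ldha* at 1.54-fold (1.33 to 1.78), *Gpt* at 1.51-fold and *Slc16a1* at 1.57-fold (1.27 to 1.96), against *Slc5a8* at 0.976-fold and *Dlat*, a pyruvate dehydrogenase subunit gene, at 0.984-fold. *Hoxb13* was at 1.08-fold, *Foxa1* at 1.29-fold, *Mpc1* at 1.24-fold and *Mpc2* at 1.07-fold.

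In total 1146 genes were more and 97 less accessible in lactate at the same thresholds. The highest ratios among genes at or above the median height were those of *Aim2*, a cytosolic DNA sensor gene, at 2.68-fold, *AA619741* at 2.59-fold, *Crnn* at 2.42-fold, *Slco4c1* at 2.29-fold, *Cntn1* at 2.24-fold, *Upp1* at 2.03-fold, *Aqp7* (1.63 to 2.47) and *Krt77*. The lowest were *Prss45* at 0.527-fold, *Kcnmb3* at 0.554-fold, *Lyg1* at 0.584-fold, *Tubb2b* at 0.612-fold, *Dcdc2c* at 0.621-fold, *D7Ertd443e* at 0.659-fold, *Oca2* at 0.666-fold and *Pp2d1* at 0.679-fold. With the median of ratios the counts were 334 and 193, and the share of more accessible genes went from 92.2% to 63.4%. Scaling to the same total gave 63.2%. The limits raise these shares too, and with 1.5 and its inverse the share was 77.3% at the deposited scaling.

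**Figure D2:**
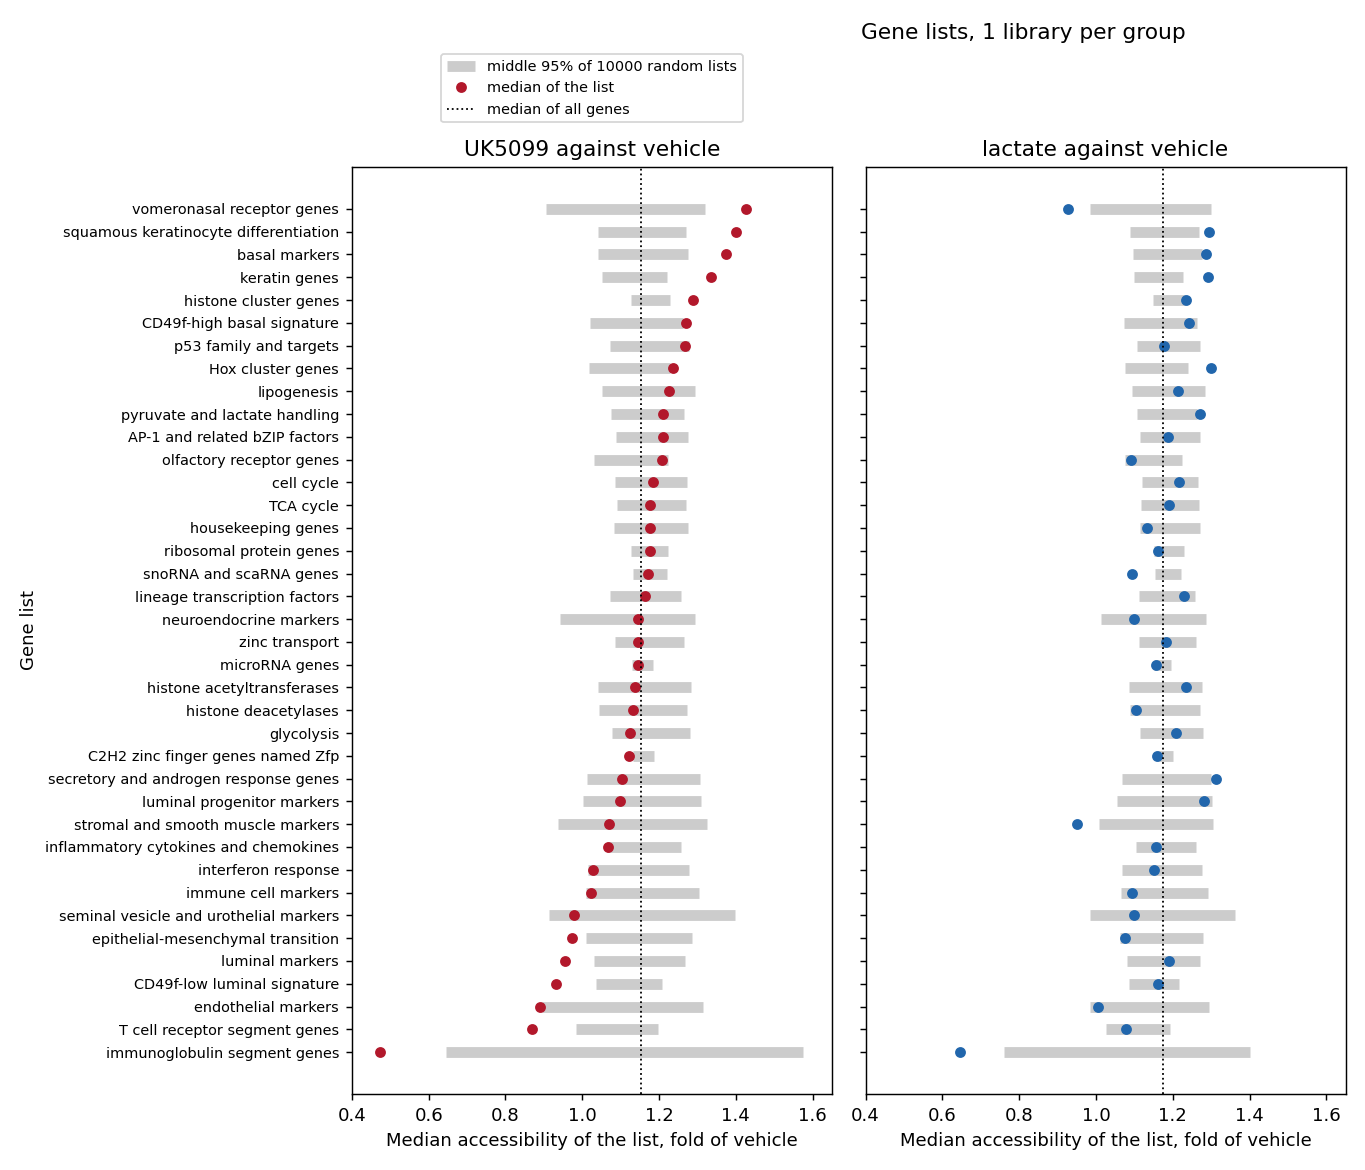
Median accessibility of 38 gene lists (y axis) as fold of vehicle (x axis) in the UK5099 library (left, red) and the lactate library (right, blue); grey bars span the middle 95% of 10000 random lists matched on height and dotted lines mark the median of all genes. Luminal markers and the luminal signature lie below their bars in UK5099, at 0.954-fold and 0.931-fold, and within them in lactate, at 1.19-fold and 1.16-fold.

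Markers of other cell types were low or not set apart. Endothelial markers were lower in UK5099, at 0.890-fold and the 2.21 percentile, with *Flt1* at 0.863-fold and *Vwf* at 0.911-fold although *Pecam1* was at 1.32-fold and *Sox18* at 1.29-fold, and at the 4.58 percentile in lactate. Stromal and smooth muscle markers were lower in lactate, at 0.950-fold and the 0.420 percentile, with *Pdgfra* at 0.927-fold and *Thy1* at 0.948-fold although *Cnn1* was above the median gene and *Gli1* at 1.03-fold, and stood at the 31.2 percentile in UK5099. Immune cell markers stood at the percentiles 3.53 and 7.61, neuroendocrine markers at 63.5 and 21.7, and seminal vesicle and urothelial markers at 8.14 and 24.1 in UK5099 and lactate. Housekeeping genes stood at 52.0 and 7.18, cell cycle genes at 54.6 and 73.5, lineage transcription factors at 50.9 and 89.2, AP-1 factors at 72.2 and 46.7, p53 targets at 96.3 and 37.0, interferon response genes at 3.72 and 36.2 and inflammatory cytokines at 2.80 and 26.5. Within the middle 95% in both treatments also lay lipogenesis at 83.7 and 70.6, zinc transport at 26.8 and 45.4, histone deacetylases at 33.8 and 4.61, histone acetyltransferases at 36.3 and 86.7, olfactory receptor genes at 95.5 and 6.21, microRNA genes at 20.4 and 6.40 and ribosomal protein genes at 53.3 and 6.03.

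Of the 39 lists, 14 lay outside the middle 95% of random lists in UK5099, 7 on each side, and 11 in lactate, 7 higher and 4 lower, and 12 between the treatments, where chance alone gives about 2. The lists overlap and are not independent. When called peaks per gene were counted in place of heights, few such lists stayed outside on the same side. These were 2 of 13 in UK5099 (basal markers and the basal signature), 0 of 10 in lactate and 1 of 12 between the treatments.

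The treated libraries were then set against each other, which avoids the shared vehicle library. UK5099 had lower luminal genes than lactate. Luminal markers had a median of 0.869-fold of lactate at the 0.910 percentile, the luminal signature 0.887-fold at the 0.390 percentile and luminal progenitor markers 0.840-fold at the 0.960 percentile. The median gene was at 0.983-fold. *Krt18* was at 0.381-fold (0.296 to 0.485), *Pigr* at 0.423-fold (0.309 to 0.570), *Cldn3* at 0.576-fold, *Psca*, a prostate stem cell antigen gene, at 0.638-fold and *Ltf* at 0.684-fold, while *Gata3* was at 1.19-fold, *Hoxb13* at 1.13-fold, *Cpne4* at 1.55-fold, *Scin* at 1.27-fold and *Clu* at 1.05-fold. Against vehicle, luminal progenitor markers were at 0.953 times the median gene in UK5099 and 1.09 times in lactate. Both values lay within the middle 95% of random lists. The difference in this list thus came more from the higher value in lactate than from a lower value in UK5099. Squamous genes were higher in UK5099 than in lactate, with a median of 1.13-fold at the 99.9 percentile. *Tgm1*, a transglutaminase of the cornified envelope, was at 1.34-fold and *Krt16* at 1.29-fold, against *Ppl* at 0.787-fold and *Krt10* at 0.820-fold. The keratin family was also higher, with a median of 1.13-fold above all random lists, *Krt84* at 1.48-fold and *Krt72* at 1.45-fold against *Krt18* and *Krt15* at 0.717-fold, but the ratio of called peaks put it below other genes. Basal markers, with a median of 1.06-fold at the 94.4 percentile, were not set apart. Genes of pyruvate and lactate handling were lower, with a median of 0.904-fold at the 1.72 percentile, *Slc16a7* at 0.613-fold and *Pdha1* at 0.736-fold, although *Gpt* was at 1.54-fold and *Pdp1* at 1.16-fold.

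At the same thresholds 701 genes were higher and 270 lower in UK5099 than in lactate. The limits are not symmetric, and this excess of higher genes came from them. With 1.5 and its inverse 1029 genes were lower, and with 2 and 0.5 only 193 were higher. The highest among genes at or above the median height were *Prss45* at 2.63-fold, *Gosr2* at 2.20-fold, *Cd5l* at 2.17-fold, *Kcnmb3* at 2.04-fold, *Pramef8* at 1.97-fold, *Casp12* at 1.96-fold, *Dcdc2c* at 1.86-fold and *Mir15b* at 1.86-fold. The lowest were *Igsf6* at 0.432-fold, *Mfap2* at 0.434-fold, *Ildr1* at 0.450-fold, *Slco4c1* at 0.461-fold, *Ppfia4* at 0.490-fold, the mitochondrial transcription factor gene *Tfam* at 0.509-fold, *Kcnf1* at 0.519-fold and the matrix metalloproteinase gene *Mmp7* at 0.520-fold (0.442 to 0.609).

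Called peaks at 6 genes are given with positions on mm10 and annotation from GENCODE M21. A missing call does not by itself show a loss of accessibility, since a call also depends on depth and the inferred depths differ. At *Trp63* (NCBI Gene 22061, chromosome 16, 25683765 to 25892088) 7 peaks were called in vehicle, 10 in UK5099 and 10 in lactate. Of these, UK5099 alone had a peak at 25801824, which lies 92 bp upstream of an annotated internal transcript start of the gene, and further intronic peaks at 25805280 and 25812160, while lactate alone had intronic peaks at 25826240 and 25843072. At *Prom1* (NCBI Gene 19126, chromosome 5, 43993622 to 44101736) the single merged region covers the promoter. Its height was 51.1 in vehicle, 28.0 in UK5099 and 30.2 in lactate. The peak was called at 44101824 in vehicle and lactate, 88 bp upstream of the gene start in the table, and at 44101792 in UK5099, both in an annotated exon, and lactate had a further intronic peak at 44101088. At *Krt18* (NCBI Gene 16668, chromosome 15, 102028216 to 102032026) vehicle and lactate each had 3 peaks, 10136 bp upstream of the gene start, at the start itself and downstream of the gene. UK5099 had only the one at the start, and its average height over the 3 regions was 26.3 against 70.1 in vehicle and 69.1 in lactate. At the neighbouring *Krt8* (NCBI Gene 16691, chromosome 15, 101996711 to 102004342) 5 peaks were called in vehicle, 2 in UK5099 and 4 in lactate, and the promoter peak at 102004384 was called in all 3 libraries. The basal *Krt5* and *Krt14* also had fewer peaks in UK5099, with 5, 3 and 6 at *Krt5* and 5, 2 and 5 at *Krt14* in vehicle, UK5099 and lactate, although their heights were higher than in vehicle.

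Many genes lay on the same side of vehicle in both treated libraries, and both comparisons share the vehicle library. Of 18889 genes, 519 were more accessible in both and 40 less accessible in both, where independent lists would give 103.7 and 1.32. Across genes, which are not independent replicates, the log2 ratios of the treatments correlated with Pearson r = 0.482 and Spearman rho = 0.437. Simulated unchanged libraries set against 1 shared vehicle library gave rho = 0.469 with the spread of the treated libraries and rho = 0.448 with counting noise only. They gave 933 and 213 genes more accessible in both, and 24.6 (11 to 37) and 0.36 (0 to 3) less accessible in both. The observed covariance of 0.0592 lay below the 0.0689 of the former and above the 0.0180 of the latter. The spread used for the former also holds any real difference between the treatments, so a covariance below it does not exclude a shared response. The former libraries also called more genes more accessible in each treatment alone, 2198 and 2461 against 1710 and 1145 observed, so their shared counts are not a like comparison. With 1 vehicle library the control cannot be split, and how much of the excess over independent lists comes from it stays open.

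Most genes were more accessible in the treated libraries as deposited. The median log2 ratio was 0.21 in UK5099 and 0.23 in lactate, and 75.7% and 83.1% of genes lay above vehicle. With genes in 10 bins of peak height, the shift rose from 0.021 in the lowest bin to 0.27 in the highest in UK5099. In lactate it rose from 0.065 in the lowest bin and levelled off, with 0.26 in the highest. Scaling to the same total, which levels the libraries almost by construction, brought the medians to -0.0065 and 0.00056. The general gain thus rests on the deposited scaling, and rescaling cannot tell whether it is real. Peaks ran to 43119 in vehicle, 43618 in UK5099 and 51508 in lactate, and 17891, 17793 and 18189 genes had at least 1, so fewer genes had a peak in UK5099 than in vehicle. A peak within 1000 bp of the gene start was called in UK5099 but not in vehicle at 406 genes, and in vehicle but not in UK5099 at 672 genes. In lactate the corresponding numbers were 626 and 370. A call also depends on depth, and the numbers of genes with a peak follow the order of the inferred depths. These counts therefore show neither a loss in UK5099 nor a gain in lactate.

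**Figure D3:**
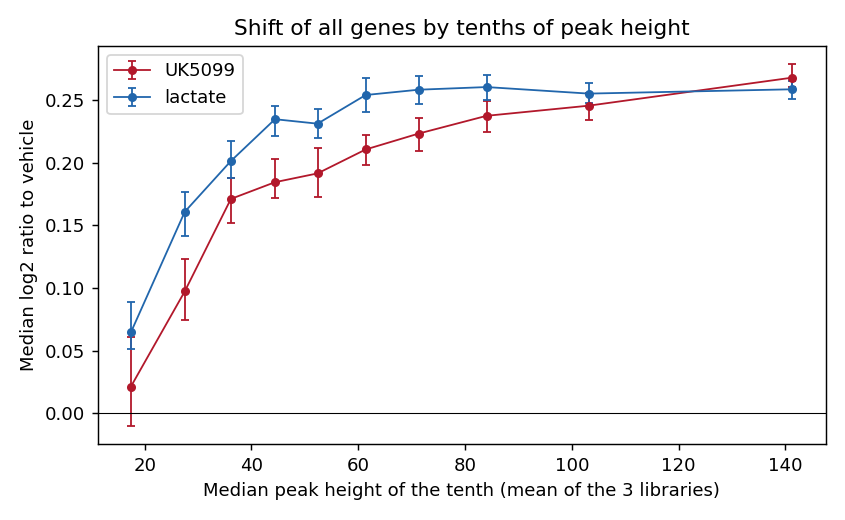
Median log2 ratio to vehicle (y axis) in 10 bins of genes ordered by their mean peak height over the 3 libraries (x axis), for UK5099 (red) and lactate (blue); bars are 95% bootstrap intervals over genes. The medians run from 0.021 to 0.27 in UK5099 and from 0.065 to 0.26 in lactate.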

Values the study reported

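The study reported 1,712 genes as more accessible and 766 as less accessible in organoids given UK5099, and 1,147 as more and 336 as less accessible in those given lactate. Its stated limits were a fold of at least 1.5 or at most 0.5 against vehicle. It described the *Prom1* promoter as less accessible and the p63 promoter as more accessible after both treatments.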

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

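All alternatives were chosen before the data were examined. No paired analysis was possible because each group holds 1 library, and for the same reason no replicate could be left out. Of the values that answer a comparison, 58 stayed within their limits of change, 84 moved and 3 reversed, and of the single lists and genes 1268 stayed, 230 moved and 9 reversed. Counts are given as more and less accessible, first for UK5099, then for lactate, then for UK5099 against lactate.

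Genes of low height carry many of the calls. With a pseudocount of 5.63 there were 99 less accessible genes in UK5099, 657 and 28 in lactate, and 447 and 118 between the treatments, medians of 0.19 in UK5099 and 0.21 in lactate, and 263 and 8 genes more and less accessible in both. A pseudocount of 56.3, which by construction shrinks every ratio, left 48 and 1, 7 and 0, and 14 and 0 genes, medians of 0.10, 0.11 and -0.013, 1 and 0 in both, and a covariance difference of -0.00063. Among genes at or above the lower quartile of height, where fewer genes are tested, there were 943 and 43, 599 and 3, and 194 and 46, medians of 0.23 and 0.25, 239 and 2 in both, r = 0.465 and 7 lists set apart between the treatments. There T cell receptor segment genes turned to 0.095 above the median gene in UK5099 and to 0.23 against lactate. Among genes at or above the median height there were 509 and 7, 277 and 0, and 83 and 8, medians of 0.24, 0.26 and -0.016, 105 and 0 in both, r = 0.433, 9 lists set apart in UK5099 and 7 between the treatments. Of the lists set apart with all genes, 10 of 13 in UK5099, 9 of 10 in lactate and 6 of 12 between the treatments stayed so on the same side at or above the lower quartile, and 7 of 10, 4 of 8 and 7 of 9 at or above the median.

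Scaling by the median of ratios, which centres the libraries by construction, gave 742 and 430 genes in UK5099 and 334 and 193 in lactate, medians of 0.0019, 0.0020 and, reversed, 0.0011, and 161 and 82 genes in both. Scaling to the same total, which levels the libraries almost by construction too, gave 735 and 432, 333 and 194, medians of -0.0065 (reversed), 0.00056 and -0.0059, and 161 and 83 in both. Thresholds of 2 and 0.5 gave 387, 162 and 193 more accessible genes, and thresholds of 1.5 and its inverse 765, 336 and 1029 less accessible genes. Between the treatments both of these symmetric pairs put more genes lower than higher in UK5099, the reverse of the main thresholds.

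The number of called peaks per gene, a coarse measure, also moved many values, and the cause was not tested. It gave 1268 less accessible genes in UK5099, 4195 and 553 in lactate, and 1174 and 2455 between the treatments, medians of 0, 0 and 0, 1368 and 283 in both, r = 0.429 and a covariance difference of -0.034. The lists set apart were 2, 5 and 3. The keratin list reversed to -0.16 against lactate, *Aqp7* in both treatments and *Crnn* in lactate reversed to -1, and *Cd5l*, *Pramef8* and *Mir15b* reversed to -1 between the treatments. Under counting (Poisson) noise the covariance difference reversed to 0.0412. The mean of a list and 5 bins were run for the comparisons with vehicle. With genes of the same values counted once, 13 of 13 lists in UK5099, 8 of 10 in lactate and 10 of 12 between the treatments stayed set apart, and with a pseudocount of 56.3 these were 12 of 14, 10 of 11 and 10 of 12. With the mean, 10 of 14 lists in UK5099 and 8 of 11 in lactate stayed set apart.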

Other observations

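Gene clusters outside the epithelial programmes also moved. Hox cluster genes were higher in both treatments, with medians of 1.24-fold at the 98.3 percentile in UK5099 and 1.30-fold at the 99.97 percentile in lactate, with *Hoxc4* at 2.25-fold, *Hoxd13* at 1.10-fold and *Hoxa3* at 1.17-fold in UK5099 and *Hoxd12* at 1.49-fold, *Hoxb9* at 1.08-fold and *Hoxb13* at 1.08-fold in lactate. Histone cluster genes were at 1.29-fold in UK5099, above all random lists, and at 1.23-fold in lactate at the 97.9 percentile. Immunoglobulin segment genes were lower in both, at 0.475-fold and 0.646-fold in 8 genes, but at a median height of only 13.4, below the lower quartile of 36.2. T cell receptor segment genes were at 0.870-fold in UK5099, below all random lists. Among genes at or above the lower quartile of height the T cell receptor segment genes turned to a log2 of 0.095 above the median gene. Their name pattern also took *Tradd*, which is no receptor segment and was at 1.58-fold. Vomeronasal receptor genes moved apart, with 1.43-fold in UK5099 and 0.927-fold in lactate in 12 genes. Small nucleolar RNA genes were at 1.09-fold in lactate, below all random lists, and zinc finger genes named Zfp at 1.12-fold in UK5099, at the 0.310 percentile. Neighbours in a cluster share regions, so these lists hold fewer independent values than genes.

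The count of less accessible genes in UK5099 here was 257. That is lower than the value quoted from the study above. The count of less accessible genes in lactate here was 97. That is lower than the value quoted from the study above. Both counts depend on the lower limit: with the inverse of 1.5 in place of 0.5 they were 765 and 336. These equal or nearly equal the counts quoted above. The study's counts thus appear to go with the inverse of 1.5 and not with the 0.5 it states, and the differences come from the limit.

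The tests in the 3 paragraphs that follow were chosen after the results were seen, except the comparison of the covariance with simulated libraries, which was planned. Most genes were higher in both treated libraries. 1 scale factor per library alone would shift all heights alike; the highest of 10 height bins exceeded the lowest by 0.19 in lactate and 0.25 in UK5099, but by only 0.042 and 0.093 among genes at or above the lower quartile, so a scale factor cannot be told apart from a real gain. If the inferred depths hold, depth would move the shallower UK5099 and the deeper lactate library apart, and both medians were positive, at 0.21 and 0.23. A larger share of reads in peaks stays open: housekeeping genes rose with other genes, at the 7.18 percentile in lactate and 52.0 in UK5099, which any general shift would give. A biological general gain was not tested, as no added reference DNA is given.

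The ratios of both treatments correlated across genes. Counting noise alone, simulated in the treated libraries and in the shared vehicle library, gave Pearson r = 0.480 (0.458 to 0.506), against 0.482 observed. The size of r therefore cannot tell it apart from a shared response. It gave too small a covariance, since the observed covariance exceeded the simulated mean by 0.0412. Other chance differences of the vehicle library cannot be told apart from a shared response, as the covariance less the simulated mean was -0.00965 with the spread of the treated libraries and 1 vehicle library cannot be split.

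Luminal genes were lower in UK5099 and not in lactate, with the 72 genes of both luminal lists at -0.31 and -0.011 relative to the median gene. Counting noise of the shallower UK5099 library gave a median as low in 0% of 10000 simulations, the lowest being -0.077. These simulations held no difference between cultures. The log2 variance across genes particular to the UK5099 library was 0.106, against 0.0281 from simulated counting. A lower signal of weak regions did not account for all of it, since the difference fell to -0.22 in the 44 genes at or above the lower quartile of height and -0.18 in the 16 at or above the median, at percentiles of 0 and 0.380. No single chromosome accounted for it either, as the highest percentile was 0 with 1 of 20 chromosomes left out in turn. A few loci with shared regions on several chromosomes stay open. All 72 genes had distinct heights, so counting each region set once removed none, and genes sharing only some regions were not merged. Fewer luminal cells, a change within cells and a chance difference of the single UK5099 culture or library all stay open and were not tested.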
